A study of Mus musculus with 8 samples. Its data were reported in "Targeting HDAC6 to treat heart failure with preserved ejection fraction in mice" (2024).

How the data were processed

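The deposited files hold, per the labels, raw UMI counts for each gene and nucleus in 8 libraries, written by the authors with Cell Ranger 6.1.2 on the mouse genome build mm10. Each library is the left ventricle of 1 mouse, and the 4 groups of 2 follow the sample labels. The deposited barcodes are the filtered set of Cell Ranger, and the authors' own filters and clustering in Seurat 4 were applied after that step, so both were repeated here. Counts were read as whole numbers, and the 32285 genes had the same order in each library. The labels give no batch, day or litter, and replicate numbers follow the order of deposition, so no pairing was used.

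Nuclei were kept with at least 250 genes, at least 1000 UMIs, under 10% mitochondrial UMIs and at most 20469.3 UMIs (the mean plus 3 SD), the filters that the study describes. Of 45827 barcodes, 4050 fell under the UMI minimum, 2238 over the mitochondrial limit, 786 over the upper UMI limit and 132 under the gene minimum, with overlap, and 39499 nuclei were kept. Genes seen in at least 3 nuclei numbered 24433. Total UMIs per library were 24988862 to 31172932, and the median per nucleus kept was 2811.5 to 3766.5, so changes in genes with few UMIs carry wide errors. Seurat was not available, and its steps were written anew. Counts were scaled to 1000 per nucleus and log-transformed, and the 2000 most variable genes (against a quadratic trend of variance over mean) were regressed on UMIs per nucleus, scaled and clipped at 10. They were reduced to 50 principal components with numpy 2.4.6. Shared neighbours among the nearest 20 (scikit-learn 1.9.0, Jaccard at least 0.0667) were clustered by the multilevel method of igraph 0.11.9 at resolution 0.6. Scrublet was run per library with scanpy 1.11.5. Clusters were named from marker lists of 13 cell types fixed beforehand. A type was given where at least 3 markers, and at least 33% of its list, were 2-fold over the median cluster, seen in at least 10% of nuclei and at 25% or more of the highest cluster. Clusters stayed unnamed where 50% or more of the list of an unrelated type was met in the same way, where genes of another type led, where they held under 20 nuclei, or where over 15% of nuclei had a Scrublet score of at least 0.2. They held 4.39% to 9.69% of nuclei per library.

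UMI counts were summed per heart and class and tested with the quasi-likelihood F test of edgeR 4.0.16 (robust glmQLFit, two-sided). Normalisation was by TMM, genes were kept by filterByExpr with the groups, and all 8 libraries entered 1 fit per class, so that the spread came from every group. Genes passed at a Benjamini-Hochberg adjusted p under 0.05. Nuclei of 1 heart were not treated as replicates. The comparisons were HFpEF vehicle with control vehicle, each drug with HFpEF vehicle, and TYA-018 with empagliflozin, in cardiomyocyte-like, fibroblast-like and endothelial-like nuclei. Differences of effects between classes were tested with limma on the difference of log2 CPM between 2 classes within each heart. Fixed lists (29, of which 3 take their genes from the study) were tested with camera in limma 3.58.1 at a preset correlation of 0.01 where at least 5 members passed the filter, or 4 for lists from the study. Adjustment was over the 348 tests of list, class and comparison. An estimated correlation and fry were run as alternatives, and marker lists were tested apart.

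Shares per class and shares in the high range of a gene list were computed per heart with 95% Clopper-Pearson intervals and compared by a two-sided exact permutation test of group means with scipy 1.17.1. For the high ranges each nucleus was thinned to 2000 UMIs (cardiomyocyte-like) or 1000 UMIs (fibroblast-like), and shallower nuclei were left out. Intervals and limits cover counting error only. The covariance of fold changes across genes was set beside 20 simulated data sets with no group effect (10 with a library left out).

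Genes named in the text followed a rule. It took, per class and comparison, up to 8 rises and up to 8 falls past the threshold without overlap of groups, gene models not named, then up to 4 members with the smallest p of each list past its test, and a fixed set that includes Hdac6, Slc5a2, Nppb and genes of fibrosis and the respiratory chain named by the study. The lists, comparisons, tests, named genes and most alternatives were chosen before the data were examined. The rule for naming clusters was adjusted while looking at the clusters, before any group comparison. Chosen after seeing the data were the hepatocyte list, a Scrublet score of 0.2 in every library (the automatic threshold of Scrublet marked under 0.15% of nuclei in control replicate 2 and in empagliflozin replicate 2), the mitochondrial share as a covariate, leaving out control replicate 2 and empagliflozin replicate 2 together because they deviated alike from their groups, the use of covariance in place of correlation for the last comparison, and keeping the genes tested fixed when a library was left out. Leaving out a library leaves 1 heart in its group, which is then assumed to vary like the other groups. The fits and simulations treat libraries as independent. In cardiomyocyte-like nuclei the differences of replicate 1 from replicate 2 correlated across genes between control vehicle, HFpEF vehicle and empagliflozin (r = 0.19 to 0.322). With those of TYA-018 r was -0.014 to -0.003.

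Alternatives were DESeq2 1.42.0 as the test or for size factors, no TMM factor, no gene filter, a mean of at least 50 UMIs, a fit of the compared groups alone, a mitochondrial share under 1%, at least 2000 UMIs, Scrublet doublets left out, clusters at resolution 1.5, mitochondrial genes and markers of other classes left out, nuclei thinned to 2000 UMIs, and each library left out in turn. The code was tested on simulated data with the dispersions of these libraries, changing 100 genes 2-fold and 100 genes 1.5-fold in 1 group. In cardiomyocyte-like, fibroblast-like and endothelial-like nuclei, 46, 35 and 37 of the former were recovered, and 11, 5 and 1 of the latter, with 4 to 6 false calls and 0 calls in an unchanged comparison. Gene positions came from the GENCODE annotation of GRCm38, which matched 32158 of the 32285 gene identifiers. Python 3.11.15 and R 4.3.3 were used.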

Results

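RNA was sequenced from single nuclei of the left ventricle of 8 mice, with 1 library per animal and 4 groups of 2. Control mice received vehicle. HFpEF was induced with a high-fat diet and L-NAME, an inhibitor of nitric oxide synthases, and these mice received vehicle, TYA-018 at 15 mg/kg or empagliflozin at 10 mg/kg by mouth once daily, for a time that the sample labels give as 6 to 9 weeks. TYA-018 inhibits HDAC6, a cytoplasmic deacetylase of tubulin, and empagliflozin inhibits the renal sodium-glucose cotransporter SGLT2. The libraries held 30887703 and 25858565 UMIs in control vehicle, 27667935 and 24988862 in HFpEF vehicle, 30543340 and 31172932 in HFpEF TYA-018, and 27779399 and 27711284 in HFpEF empagliflozin (replicates 1 and 2). Of 45827 barcodes, 39499 nuclei were kept, between 4605 and 5282 per library, with a median of 2811.5 to 3766.5 UMIs.

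Clusters were named by their marker genes and are called cardiomyocyte-like, fibroblast-like and so on. Cardiomyocyte-like nuclei numbered 1369 to 2016 per library, endothelial-like nuclei 876 to 1484 and fibroblast-like nuclei 754 to 1033. Summed UMIs per library ranged from 10861528 to 18326127 in cardiomyocyte-like nuclei, from 1933174 to 3166931 in endothelial-like nuclei and from 2148670 to 3593106 in fibroblast-like nuclei. Macrophage-like nuclei made up 4.75% ± 0.073 of nuclei in HFpEF vehicle and 3.18% ± 0.327 in control vehicle (SD, n = 2, exact permutation p = 0.333). They made up 3.6% ± 0.163 with TYA-018 and 5.09% ± 1.57 with empagliflozin (SD, n = 2). These shares leave out an unnamed cluster of 1871 nuclei that was also led by macrophage genes such as F13a1 and Mrc1. It was set aside for its doublet scores (28.7% of its nuclei) and also carried fibroblast markers. It held 217 and 286 nuclei in control vehicle and 182 and 187 in HFpEF vehicle, the opposite direction. The macrophage-like difference thus depends on leaving it out. Cardiomyocyte-like nuclei were 35.2% ± 0.023 in HFpEF vehicle, 38.1% ± 3.31 in control vehicle, 35.8% ± 3.90 with TYA-018 and 30.4% ± 4.40 with empagliflozin (SD, n = 2). With 2 hearts against 2 an exact permutation test cannot go below p = 0.333, and groups that do not overlap arise by chance in 33.3% of comparisons. Of 48 class and comparison pairs, 11 did not overlap. Gene expression was therefore compared on UMI counts summed per heart and class. Log2 fold changes are given ± SE, and normalised UMI counts (CPM) ± SD over 2 hearts.

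The comparison of HFpEF vehicle with control vehicle asked what the disease regimen changed in each cell class. In cardiomyocyte-like nuclei, Acta1, which encodes skeletal alpha-actin of the fetal muscle program, rose from 14.4 ± 0.358 to 99.0 ± 20.1 CPM (log2 fold change 2.78 ± 0.36, adjusted p = 0.0357, n = 2). Edn3, encoding endothelin 3, rose from 0.572 ± 0.277 to 6.56 ± 0.718 CPM (3.55 ± 0.36, adjusted p = 0.0125). Sema3a, a secreted guidance cue, rose from 14.0 ± 2.08 to 54.8 ± 10.9 CPM. The basement membrane genes Col4a2 and Lamc1 rose by log2 fold changes of 0.96 ± 0.14 and 0.64 ± 0.11. Ankrd1, a stretch-responsive cofactor of transcription, was at 2139 ± 238 CPM against 721 ± 284 without passing (1.57 ± 0.26, adjusted p = 0.0566). On GRCm38 (mm10), Acta1 (ENSMUSG00000031972) lies on chromosome 8 at 123891769 to 123894751, Edn3 (ENSMUSG00000027524) on chromosome 2 at 174760619 to 174784042, and Ankrd1 (ENSMUSG00000024803) on chromosome 19 at 36111961 to 36120099.

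Of 15067 genes tested in cardiomyocyte-like nuclei, 55 passed, 26 higher and 29 lower in HFpEF vehicle. In all 55 the groups did not overlap, as in 41.7% of all genes tested. The other large rises were Lrrc36, Scd4, Lrrcc1, Gadd45b and Ccdc73, with log2 fold changes of 1.17 to 1.86. The 8 largest falls were transcripts of liver, such as Cyp2c29, a cytochrome P450, with 483 UMIs in control vehicle and 0 in HFpEF vehicle. That is at least 148-fold lower, with a floor of 3 UMIs over the group. Cps1, the first enzyme of the urea cycle, had 324 UMIs in control vehicle and 5 in HFpEF vehicle. In the control libraries, 7 and 4 nuclei held 86.6% and 80.4% of the UMIs of a list of 20 hepatocyte genes. With nuclei holding at least 5 such UMIs left out, 2 genes passed, Edn3 and Abat (both adjusted p = 0.021), and Acta1 had a log2 fold change of 2.77 at adjusted p = 0.0527. All 26 rises then kept an unadjusted p within 1.5 times of its value, with adjusted p from 0.021 to 0.075, and Sema3a kept a log2 fold change of 1.97. Of the 29 falls 18 were still tested, and 10 of these kept such a p. Abat, which degrades the transmitter GABA and was singled out after its value was seen, fell by 2.73 ± 0.28 on the log2 scale. The 55 genes became 0 without either HFpEF vehicle library, 9 without control replicate 1, 24 without control replicate 2, 25 without either TYA-018 library, and 87 and 90 without empagliflozin replicates 1 and 2. DESeq2 called 253 genes, and over all settings other than a left-out library the count ranged from 2 to 728.

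**Figure D1:**
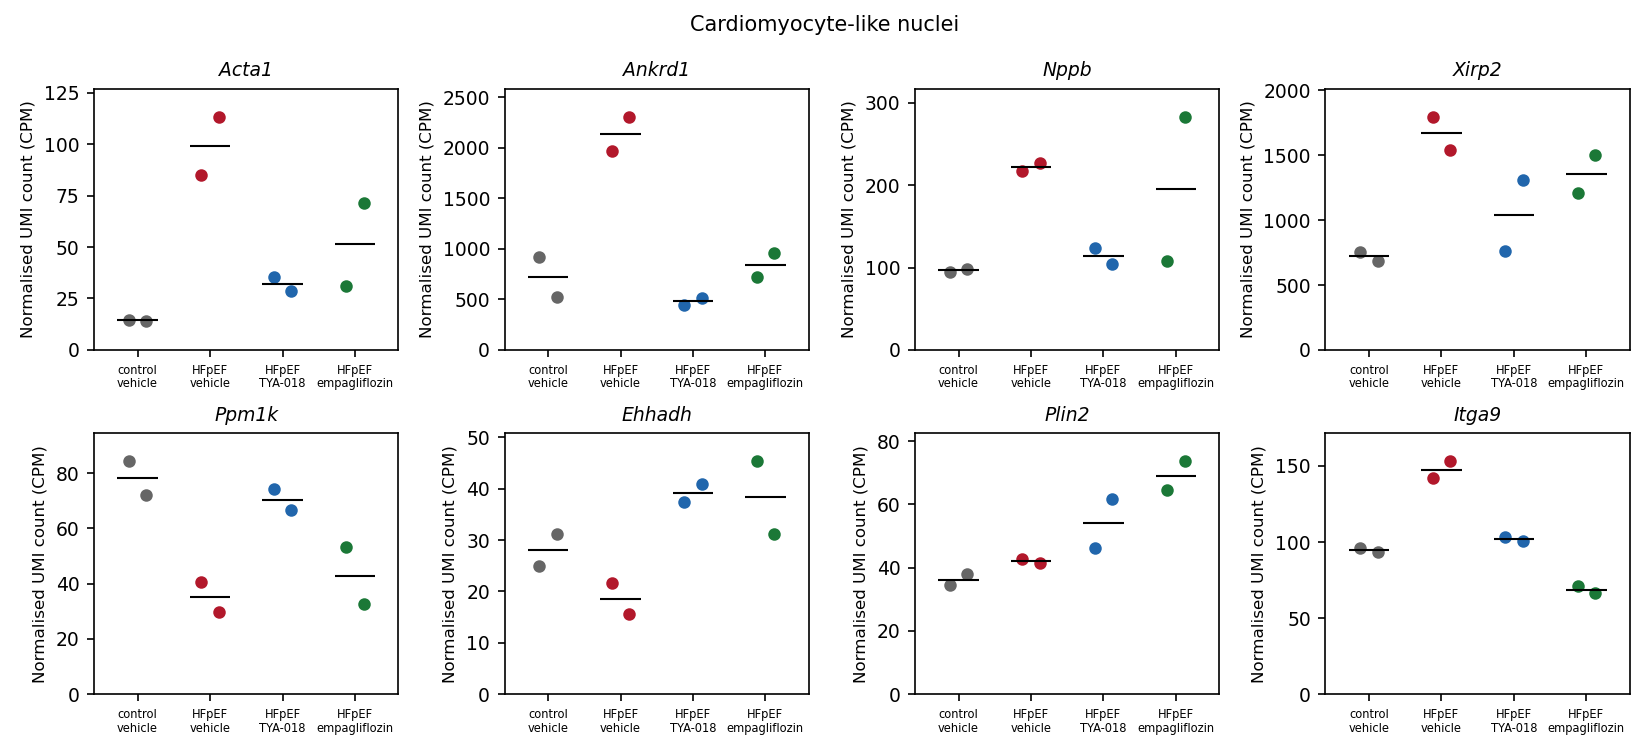
Normalised UMI counts (CPM, linear axis from 0) of 8 genes in cardiomyocyte-like nuclei, with 1 point per heart and a line at the mean of each group of 2. Acta1 averaged 99.0 CPM in HFpEF vehicle hearts and 14.4 in control vehicle hearts, and Itga9 averaged 68.8 CPM with empagliflozin against 147.6 in HFpEF vehicle.

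Gene lists fixed beforehand were then tested as wholes, whether or not their members passed singly. Of the 13 measured genes of hypertrophy and natriuretic peptides, 12 were positive in HFpEF vehicle cardiomyocyte-like nuclei, and the list rose (median log2 fold change 0.98, adjusted p = 3.99e-14, adjusted p = 0.526 with an estimated correlation). Among them 1 rose over all genes tested and 8 when adjusted over the list alone. Xirp2, an actin-binding protein of the intercalated disc, was at 1669 ± 179 against 721 ± 48.9 CPM, and Nppb, encoding B-type natriuretic peptide, at 222 ± 7.07 against 96.7 ± 2.63 CPM. The 5 stress genes the study named (Abra, Atf3, Ccn1, Nppb, Xirp2) were all positive, 4 of them rising when adjusted over the list alone (adjusted p = 3.72e-08, adjusted p = 0.526 with an estimated correlation). The study chose that list on these samples, so it is not independent evidence. The list of activated fibroblast and TGF-beta genes rose as well, with 19 of 24 members positive (adjusted p = 3.41e-05, adjusted p = 0.526 with an estimated correlation). Tgfb2, a TGF-beta ligand, was at 83.6 ± 10.5 against 40.2 ± 9.18 CPM. Genes of branched-chain amino acid catabolism fell as a list, with 19 of 21 members negative and 2 falling when adjusted over the list alone (adjusted p = 0.000285, adjusted p = 0.709 with an estimated correlation). Ppm1k, the phosphatase that activates the branched-chain ketoacid dehydrogenase, was at 35.1 ± 7.55 against 78.3 ± 8.57 CPM. That list was not called without HFpEF vehicle replicate 2 (median -0.16, adjusted p = 0.0587). In all, 6 of 29 lists rose and 1 fell.

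In fibroblast-like and endothelial-like nuclei the same comparison showed genes of lipid use at higher levels. In endothelial-like nuclei 16 of 18 PPAR-alpha targets were positive and the list rose (median 0.42, adjusted p = 3.07e-10, adjusted p = 0.526 with an estimated correlation), with 5 genes rising when adjusted over the list alone. Angptl4, a secreted inhibitor of lipoprotein lipase, was at 12.5 ± 1.44 against 2.93 ± 0.548 CPM (2.04 ± 0.39), and Cd36, a fatty acid transporter, at 2743 ± 46.0 against 1734 ± 429 CPM. In fibroblast-like nuclei 16 of 19 PPAR-alpha targets were positive, none rising when adjusted over the list alone (adjusted p = 1.85e-05, adjusted p = 0.526 with an estimated correlation). The hypertrophy list rose in endothelial-like nuclei too, with 11 of 13 members positive (adjusted p = 1.98e-08, adjusted p = 0.526 with an estimated correlation). Cardiomyocyte markers were also higher there, 10 of 15 positive (adjusted p = 0.00106, adjusted p = 0.722 with an estimated correlation), as were fibroblast markers (adjusted p = 0.033, adjusted p = 0.751 with an estimated correlation). In fibroblast-like nuclei 20 of 27 activated fibroblast and TGF-beta genes were positive (adjusted p = 2.83e-05, adjusted p = 0.565 with an estimated correlation). Tnc, encoding the matrix protein tenascin C, was at 21 ± 14.5 against 1.56 ± 1.55 CPM. That call ended without HFpEF vehicle replicate 2 (median 0.13, adjusted p = 0.0802) and with genes under a mean of 50 UMIs removed (adjusted p = 0.0884). Endothelial markers were higher in fibroblast-like nuclei (12 of 16 positive, adjusted p = 0.0326, adjusted p = 0.743 with an estimated correlation). By edgeR 0 genes passed in either class. At an unadjusted p under 0.05 there were 736 of 12324 genes tested in fibroblast-like and 434 of 12135 in endothelial-like nuclei, and DESeq2 called 3 in each. An unadjusted p under 0.05 arises by chance at that rate, so such counts are not evidence of change. The fibroblast-like count became 9 without control replicate 1, and the endothelial-like count 6 without control replicate 1 and 1 without HFpEF vehicle replicate 1 or either empagliflozin library.

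TYA-018 was compared with HFpEF vehicle to ask which of these levels differed under HDAC6 inhibition. In cardiomyocyte-like nuclei all 13 genes of hypertrophy and natriuretic peptides were lower with TYA-018 and the list fell (median -0.69, adjusted p = 5.89e-14, adjusted p = 0.526 with an estimated correlation), 3 of them when adjusted over the list alone. Ankrd1 was at 480 ± 48.6 against 2139 ± 238 CPM (-2.16 ± 0.27, adjusted p = 0.0888), Acta1 at 31.9 ± 4.97 against 99.0 ± 20.1, and Nppb at 114 ± 13.9 against 222 ± 7.07 CPM. The 5 study-named stress genes were all negative, 0 of them passing when adjusted over the list alone (adjusted p = 6.41e-05, adjusted p = 0.526 with an estimated correlation). Collagen and matrix genes fell as a list, 31 of 36 negative (median -0.52, adjusted p = 1.25e-07, adjusted p = 0.739 with an estimated correlation), with Col4a2 at 112 ± 21.9 against 179.9 ± 11.3 CPM. Activated fibroblast and TGF-beta genes fell with 20 of 24 negative (adjusted p = 2.31e-05, adjusted p = 0.526 with an estimated correlation), among them Tgfb2 at 39.3 ± 6.49 CPM. Endocardial markers were lower as well (6 of 8 negative, adjusted p = 0.0372, adjusted p = 0.722 with an estimated correlation).

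Genes of branched-chain amino acid and fatty acid use were higher with TYA-018 in cardiomyocyte-like nuclei. Branched-chain amino acid catabolism rose as a list, 17 of 21 positive and 3 rising when adjusted over the list alone (median 0.24, adjusted p = 7.94e-06, adjusted p = 0.617 with an estimated correlation). Ppm1k was at 70.4 ± 5.37 against 35.1 ± 7.55 CPM, and Dbt, the core of the ketoacid dehydrogenase, at 51.9 ± 0.213 against 34.3 ± 4.29 CPM. PPAR-alpha targets rose, 17 of 20 positive (median 0.26, adjusted p = 1.48e-05, adjusted p = 0.526 with an estimated correlation). Ehhadh, a peroxisomal enzyme of fatty acid oxidation, was at 39.2 ± 2.50 against 18.6 ± 4.27 CPM. Sarcomere genes fell, 18 of 22 negative (adjusted p = 2.31e-05, adjusted p = 0.707 with an estimated correlation), as did heat shock genes, 14 of 15 negative (adjusted p = 4.09e-05, adjusted p = 0.717 with an estimated correlation). Tcap, the titin cap protein, was at 366 ± 36.1 against 591 ± 44.1 CPM. Hdac6 itself (ENSMUSG00000031161, chromosome X, 7930120 to 7947889) was at 7.53 ± 0.985 CPM with TYA-018, 7.83 ± 0.622 in HFpEF vehicle and 5.95 ± 0.712 in control vehicle. No single gene passed by edgeR, with 1175 of 15067 at an unadjusted p under 0.05 and 105 called by DESeq2. The count of 0 became 3 without either empagliflozin library and 6 without either control library.

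In fibroblast-like nuclei TYA-018 went with lower matrix transcripts. Of 38 collagen and matrix genes 32 were negative and the list fell (median -0.19, adjusted p = 5.02e-07, adjusted p = 0.546 with an estimated correlation), 1 of them when adjusted over the list alone. Loxl2, a collagen crosslinking enzyme, was at 20.2 ± 1.98 against 41.9 ± 2.82 CPM, Eln at 166 ± 41.6 against 328 ± 4.25, and Col1a1 at 55.5 ± 13.8 against 106.5 ± 6.63 CPM. Of the fibrosis genes the study named, Lum, Mmp2, Mmp17 and Pdgfra had log2 fold changes of 0.10, -0.05, -0.20 and 0.14, and Timp1 was below the filter with 64 UMIs in all. That study-chosen list was not called (adjusted p = 0.822). The study took those genes from bulk RNA-Seq of heart tissue with more mice per group. Its measure is unlike RNA of fibroblast-like nuclei, and these values do not repeat it. Sarcomere genes fell in fibroblast-like nuclei, 22 of 22 negative (adjusted p = 3.07e-10, adjusted p = 0.526 with an estimated correlation). Cardiomyocyte markers were lower there too, 15 of 15 negative (adjusted p = 2.06e-07, adjusted p = 0.722 with an estimated correlation), and endothelial markers, 16 of 16 (adjusted p = 0.000209, adjusted p = 0.722 with an estimated correlation). Cmss1 (ENSMUSG00000022748, chromosome 16, 57302000 to 57606864), was the 1 gene that passed and fell by 1.44 ± 0.14. It was at 1694 and 1621 CPM in control vehicle, 1660 and 1459 in HFpEF vehicle, and lower in both treated groups. Treatment cannot be told apart here from a difference in preparation, as no label separates them. DESeq2 called 4 genes. The count became 12 without either control library and 0 without any one of the TYA-018 or HFpEF vehicle libraries.

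In endothelial-like nuclei interferon response genes were higher with TYA-018 than in HFpEF vehicle. The list rose, 21 of 25 positive and 0 rising when adjusted over the list alone (median 0.30, adjusted p = 1.13e-05, adjusted p = 0.526 with an estimated correlation). Usp18, a brake on interferon signalling, was at 21.5 ± 1.13 against 11.1 ± 0.614 CPM, and Ifit1, an antiviral RNA-binding protein, at 20.5 ± 1.28 against 11.4 ± 1.57 CPM. Immediate early genes fell, 21 of 25 negative (median -0.57, adjusted p = 1.61e-07, adjusted p = 0.75 with an estimated correlation), with Egr3 at 49.2 ± 18 against 91.6 ± 19.2 CPM. Collagen and matrix genes fell, 29 of 37 negative (adjusted p = 1.74e-06, adjusted p = 0.701 with an estimated correlation), and so did hypertrophy genes, 12 of 13 negative (adjusted p = 1.98e-08, adjusted p = 0.526 with an estimated correlation). Markers of cardiomyocytes (14 of 15 negative, adjusted p = 1.53e-05) and of fibroblasts (12 of 15 negative, adjusted p = 0.00636) were lower too, both with adjusted p = 0.722 with an estimated correlation. Cmss1 and Cdk8, a kinase of the mediator complex, were the 2 genes that passed and fell by 1.53 ± 0.15 and 1.40 ± 0.15. DESeq2 called 10 genes. The count became 7 without either control library and 0 without either TYA-018 library or HFpEF vehicle replicate 1. Both genes passed and fell with empagliflozin as well, and control vehicle lay near HFpEF vehicle. Their falls cannot be told apart from a difference in preparation between vehicle and treated libraries.

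Empagliflozin was compared with HFpEF vehicle to set the levels under SGLT2 inhibition beside those under TYA-018. In cardiomyocyte-like nuclei genes of fatty acid use were higher. PPAR-alpha targets rose, 19 of 20 positive and 11 rising when adjusted over the list alone (median 0.46, adjusted p = 8.72e-16, adjusted p = 0.526 with an estimated correlation). Ehhadh (ENSMUSG00000022853, chromosome 16, 21761287 to 21787807) was at 38.3 ± 9.99 against 18.6 ± 4.27 CPM, and Plin2, a coat protein of lipid droplets, at 69.1 ± 6.48 against 42.1 ± 0.887 CPM. All 21 enzymes of fatty acid oxidation were positive, 6 rising when adjusted over the list alone (median 0.30, adjusted p = 1.86e-11, adjusted p = 0.526 with an estimated correlation), with Decr1 at 74.5 ± 2.16 against 49.4 ± 0.541 CPM. Glucocorticoid-responsive genes rose, 13 of 13 positive (median 0.47, adjusted p = 7.26e-09, adjusted p = 0.526 with an estimated correlation), with Cdkn1a, an inhibitor of the cell cycle, at 18.3 ± 4.97 against 5.59 ± 2.23 CPM. Oxidative stress response genes rose, 19 of 20 positive (adjusted p = 3.69e-05, adjusted p = 0.526 with an estimated correlation). Slc5a2, which encodes SGLT2, had 7 UMIs over the cardiomyocyte-like nuclei of all 8 libraries.

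Itga9, an integrin subunit (ENSMUSG00000039115, chromosome 9, 118606690 to 118901003), was the 1 gene that passed in cardiomyocyte-like nuclei and fell to 68.8 ± 2.94 from 147.6 ± 7.81 CPM (-1.10 ± 0.11, adjusted p = 0.0261). It had risen in HFpEF vehicle against control vehicle (0.639 ± 0.105, adjusted p = 0.0492 by edgeR), a comparison that shares the HFpEF vehicle libraries. High values in these libraries alone would give both changes. The rise had adjusted p = 0.0706 with nuclei rich in hepatocyte transcripts left out. Of the 13 hypertrophy genes 12 were negative and the list fell (median -0.25, adjusted p = 1.01e-05, adjusted p = 0.701 with an estimated correlation), 2 of them when adjusted over the list alone. Ankrd1 was at 842 ± 171 against 2139 ± 238 CPM and Nppb at 196 ± 123 against 222 ± 7.07. Without empagliflozin replicate 1 that list had a median of 0.15 and was not called (adjusted p = 0.789), and the 5 study-named stress genes turned from -0.30 to 0.02 (adjusted p = 0.761). The latter list, with adjusted p = 0.0328 in all hearts and adjusted p = 0.732 with an estimated correlation, also lost its call without HFpEF vehicle replicate 2 (median -0.23, adjusted p = 0.153) and with genes under a mean of 50 UMIs removed (adjusted p = 0.0593). Oxidative phosphorylation genes rose, 65 of 76 positive (median 0.22, adjusted p = 5.15e-07, adjusted p = 0.809 with an estimated correlation). The median mitochondrial share of nuclei was 3.18% and 4.27% with empagliflozin and 3.08% and 2.46% in HFpEF vehicle, and with that share as a covariate the median was 0.02 (adjusted p = 0.583). It was 0.03 without empagliflozin replicate 2 (adjusted p = 0.494). Endothelial markers (16 of 16 positive, adjusted p = 1.81e-08), erythroid markers (adjusted p = 8.35e-05) and macrophage markers (adjusted p = 0.000383) were higher in the same nuclei, each with adjusted p = 0.722 with an estimated correlation. The haemoglobin gene Hba-a1 was far higher in empagliflozin replicate 2 (303 CPM) than in replicate 1 (72.7), against 42.6 and 43.9 in HFpEF vehicle. At an unadjusted p under 0.05 there were 1058 of 15067 genes, and DESeq2 called 47. The count of 1 became 2 without empagliflozin replicate 1 and 0 without any other single library.

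In fibroblast-like nuclei oxidative stress response genes were higher with empagliflozin, 16 of 19 positive (median 0.35, adjusted p = 0.000105, adjusted p = 0.546 with an estimated correlation). Mt1, a metallothionein, was at 774 ± 172 against 260 ± 52.7 CPM, and Hmox1, which degrades heme, at 9.73 ± 3.32 against 4.02 ± 1.88 CPM. Activated fibroblast and TGF-beta genes fell, 20 of 27 negative (median -0.34, adjusted p = 4.15e-05, adjusted p = 0.565 with an estimated correlation). Col8a1, a short-chain collagen, was at 1003 ± 20.4 against 1462 ± 94.0 CPM, and Meox1, a homeobox factor of activated fibroblasts, at 14.0 ± 5.47 against 27.2 ± 8.56 CPM. That list was not called without empagliflozin replicate 1 (median -0.19, adjusted p = 0.0914) or HFpEF vehicle replicate 2 (median -0.06, adjusted p = 0.217). Fibroblast markers were lower in the same nuclei, 11 of 16 negative (adjusted p = 0.0485, adjusted p = 0.722 with an estimated correlation). In endothelial-like nuclei PPAR-alpha targets rose, 16 of 18 positive (median 0.31, adjusted p = 1.48e-05, adjusted p = 0.526 with an estimated correlation), with Pdk4, which restrains glucose oxidation, at 139 ± 29.2 against 91.7 ± 6.83 CPM. All 76 oxidative phosphorylation genes were positive there (median 0.40, adjusted p = 1.2e-14, adjusted p = 0.75 with an estimated correlation), and the median turned to -0.04 with the mitochondrial share as a covariate (adjusted p = 0.755). Erythroid markers were higher in fibroblast-like (adjusted p = 1.53e-05) and endothelial-like nuclei (adjusted p = 2.34e-07), both with adjusted p = 0.722 with an estimated correlation. In endothelial-like nuclei Hba-a1 was at 306 and 952 CPM (replicates 1 and 2) against 237 and 219 in HFpEF vehicle, so replicate 2 weighed most. Macrophage markers were higher too (adjusted p = 0.00636 and 0.0353, adjusted p = 0.722 and 0.751 with an estimated correlation). By edgeR, Cmss1 fell in fibroblast-like nuclei by 1.26 ± 0.14, and Cmss1 and Cdk8 fell in endothelial-like nuclei by 1.38 ± 0.15 and 1.41 ± 0.15. As with TYA-018, these falls cannot be told apart from a difference in preparation. DESeq2 called 11 and 6 genes. The fibroblast-like count became 14 without empagliflozin replicate 1 and 0 without empagliflozin replicate 2 or either HFpEF vehicle library, and the endothelial-like count 0 without empagliflozin replicate 2 or HFpEF vehicle replicate 1.

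The direct comparison of TYA-018 with empagliflozin asked where the treated hearts differed. In endothelial-like nuclei interferon response genes were higher with TYA-018, 24 of 25 positive and 6 rising when adjusted over the list alone (median 0.32, adjusted p = 4.02e-10, adjusted p = 0.526 with an estimated correlation). Gbp7, a GTPase induced by interferon, was at 111 ± 1.72 against 68.7 ± 8.90 CPM, and Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) at 20.5 ± 1.28 against 9.55 ± 0.701 CPM. PPAR-alpha targets were lower with TYA-018 in those nuclei, 16 of 18 negative and 1 falling when adjusted over the list alone (median -0.31, adjusted p = 1.13e-05, adjusted p = 0.526 with an estimated correlation), with Angptl4 at 7.42 ± 1.65 against 21.3 ± 2.28 CPM. Sarcomere genes fell in cardiomyocyte-like nuclei, 19 of 22 negative (median -0.26, adjusted p = 1.45e-05, adjusted p = 0.701 with an estimated correlation), in fibroblast-like nuclei, 21 of 22 (adjusted p = 1.89e-09, adjusted p = 0.526 with an estimated correlation), and in endothelial-like nuclei, 21 of 22 (adjusted p = 4.55e-09, adjusted p = 0.701 with an estimated correlation). Cardiomyocyte markers were lower in the last 2 classes, 15 of 15 negative in each (adjusted p = 2.25e-07 and 1.53e-05, both adjusted p = 0.722 with an estimated correlation). Endothelial markers were lower with TYA-018 in cardiomyocyte-like (16 of 16 negative, adjusted p = 0.00043) and fibroblast-like nuclei (15 of 16, adjusted p = 0.004). So were endocardial markers in cardiomyocyte-like nuclei (7 of 8, adjusted p = 0.033) and Schwann markers in endothelial-like nuclei (4 of 5, adjusted p = 0.015), all 4 with adjusted p = 0.722 with an estimated correlation. Oxidative stress response genes were lower with TYA-018 in fibroblast-like nuclei, 15 of 19 negative (adjusted p = 3.77e-05, adjusted p = 0.526 with an estimated correlation), with Mt1 at 311 ± 105 against 774 ± 172 CPM. Erythroid and macrophage markers were lower with TYA-018 in all 3 classes, the largest adjusted p being 0.00703 (adjusted p = 0.722 with an estimated correlation). In cardiomyocyte-like nuclei the haemoglobin gene Hba-a1 was at 97.2 and 43.2 CPM with TYA-018, and 72.7 and 303 with empagliflozin (replicates 1 and 2). In endothelial-like nuclei it was at 408 and 237 against 306 and 952. For this gene only empagliflozin replicate 2 lay above both TYA-018 hearts. By edgeR 0 genes passed in any class. At an unadjusted p under 0.05 were 1221 of 15067 genes in cardiomyocyte-like, 844 of 12324 in fibroblast-like and 681 of 12135 in endothelial-like nuclei. DESeq2 called 30, 1 and 1. The fibroblast-like count became 46 without empagliflozin replicate 1 and 8 without either control library, and the endothelial-like count 1 without either control library. Effects were also compared between pairs of classes, and 0 genes passed in the 12 tests with limma. Of 11139 to 11771 genes tested, 558 to 1301 had an unadjusted p under 0.05.

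**Figure D2:**
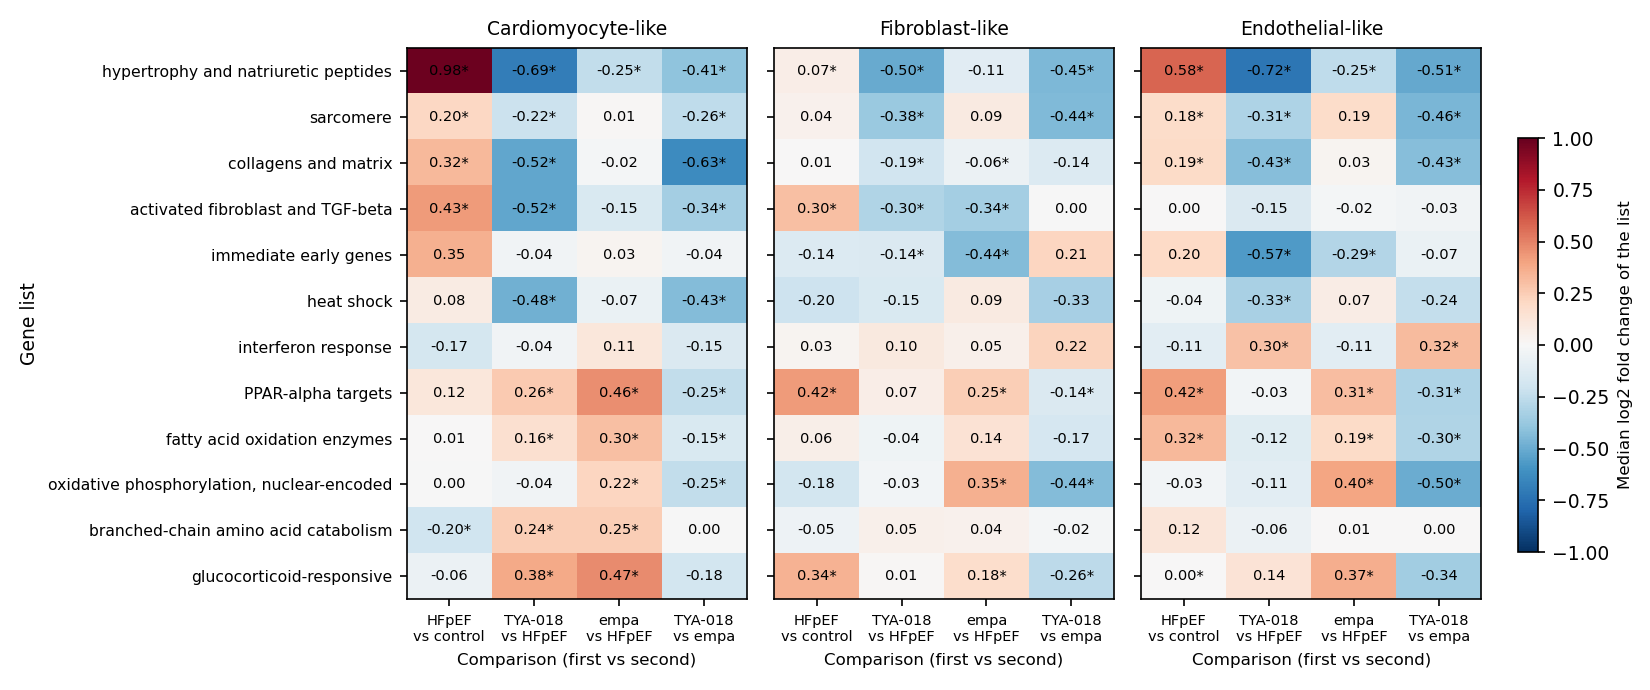
Median log2 fold change of 12 gene lists (vertical) in 4 comparisons (horizontal) for 3 nucleus classes, coloured from -1 to 1, where an asterisk marks an adjusted p under 0.05 with the preset correlation. The hypertrophy list has its highest median in HFpEF vehicle cardiomyocyte-like nuclei (0.98) and is lower with TYA-018 than in HFpEF vehicle in the 3 classes. Cardiomyocyte markers were also lower with TYA-018 in fibroblast-like and endothelial-like nuclei.

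The study described a cardiomyocyte subcluster with Abra, Atf3, Ccn1, Nppb and Xirp2 among its top genes. Here the share of nuclei with at least 2 UMIs of these genes after thinning to 2000 UMIs was measured per heart. This cut takes in 53.6% and 59.1% of control nuclei, so it is not the share of that subcluster. Xirp2 alone gave 49.7% to 73.0% of the UMIs of the list in each library, so the share is largely a measure of Xirp2. In control vehicle hearts 53.6% and 59.1% of cardiomyocyte-like nuclei were in this high range (95% Clopper-Pearson intervals 51.3% to 55.8% and 56.6% to 61.5%). In HFpEF vehicle hearts the shares were 78.5% and 86.3% (76.5% to 80.4% and 84.5% to 88.0%). They were 68.8% and 68.2% with TYA-018, and 61.4% and 82.4% with empagliflozin. HFpEF vehicle exceeded control vehicle by 26.1 percentage points (82.4% ± 5.52 against 56.3% ± 3.88, SD, n = 2, exact permutation p = 0.333). TYA-018 lay -13.9 points from HFpEF vehicle without overlap (exact permutation p = 0.333). Empagliflozin lay -10.5 points from it with overlap (exact permutation p = 0.667). That difference was -0.038 points without empagliflozin replicate 1 and -21.0 without replicate 2. Without thinning it was -4.41 points and the groups did not overlap. The sizes depend on the UMI minimum, with HFpEF vehicle 13.3 points above control vehicle at 1 UMI and 6.42 without thinning, and TYA-018 -6.04 and -1.98 points from HFpEF vehicle. At 1000 UMIs the share was 11% in endothelial-like nuclei of HFpEF vehicle and 6.18% of control vehicle, against 60.5% and 30.2% in cardiomyocyte-like nuclei. In fibroblast-like nuclei it was 44.4% and 42.3%, above the share in control cardiomyocyte-like nuclei, so the measure is not specific to cardiomyocytes. The share of fibroblast-like nuclei with at least 3 UMIs of activated fibroblast and TGF-beta genes, at 1000 UMIs, was 71.0% and 73.2% in control vehicle, 70.3% and 76.7% in HFpEF vehicle, and 65.5% and 74.8% with TYA-018. With empagliflozin it was 59.9% and 63.1%, -12.0 points from HFpEF vehicle without overlap (exact permutation p = 0.333), and -3.04 points with overlap without thinning.

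**Figure D3:**
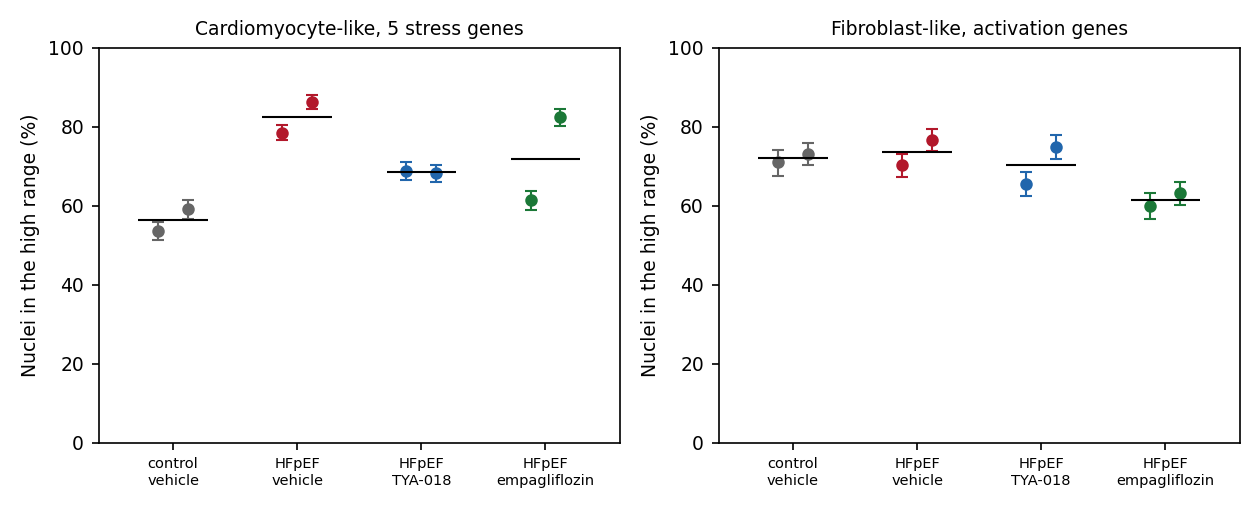
Percent of nuclei in the high range (vertical axis from 0) per heart, with 95% Clopper-Pearson intervals and a line at each group's mean, for stress genes in cardiomyocyte-like nuclei and activation genes in fibroblast-like nuclei. HFpEF vehicle hearts lie at 78.5% and 86.3% for the stress genes, and the empagliflozin hearts lie apart at 61.4% and 82.4%.

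Treated hearts were also compared across all genes with the change from control vehicle to HFpEF vehicle. Both fold changes share the HFpEF vehicle libraries, so a negative relation arises without any effect. Simulated groups with no change gave its approximate size. They had the same spread in every group, and genes were drawn independently. The chi-square of replicate counts per degree of freedom was lowest in HFpEF vehicle. It was 12.4 against 16.9 to 24.6 in cardiomyocyte-like nuclei and 2.64 against 4.48 to 7.92 in fibroblast-like nuclei. The simulated size may thus be too large, and the simulated ranges too narrow. In cardiomyocyte-like nuclei the covariance across 15067 genes was -0.105 for TYA-018, against a mean of -0.0747 in 20 simulations (range -0.0805 to -0.0694). For empagliflozin it was -0.0914 against -0.0748 (range -0.0806 to -0.0691). The excess for TYA-018 was -0.0299. It was -0.0149 without TYA-018 replicate 1 and -0.00491 without HFpEF vehicle replicate 2, the latter inside its simulated range. The excess for empagliflozin was -0.0166. It was inside the simulated range without control replicate 2 (-0.00045) and without HFpEF vehicle replicate 1 (-0.0164) or 2 (-0.00455). It was -0.0294 without control replicate 1, and -0.00952 and -0.00772 without empagliflozin replicates 1 and 2. Without nuclei carrying hepatocyte transcripts, for which no simulation of their own was run, it was -0.00633 from the simulated mean of all nuclei. Pearson's r across genes was -0.39 for TYA-018 and -0.33 for empagliflozin, both weaker than in every simulation, and genes are not independent replicates. For TYA-018 r was inside its simulated range without control replicate 1 (-0.381), and without nuclei carrying hepatocyte transcripts it was -0.511, inside the range simulated for all nuclei. In fibroblast-like nuclei the covariance was -0.057 for TYA-018, weaker than the simulated mean of -0.0643, and -0.0672 for empagliflozin, inside the simulated range. For TYA-018 the difference from the simulated mean, 0.00735, was -0.00018 without control replicate 1 and 0.0306 and 0.0203 without HFpEF vehicle replicates 1 and 2. For empagliflozin it was -0.00285 and reached -0.0223 without control replicate 1, 0.0245 without control replicate 2 and 0.0255 without HFpEF vehicle replicate 1, all outside their simulated ranges.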

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

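The shares of this cluster were looked at, with no tests between groups, only after the result was seen. A cluster of 147 nuclei, left unnamed and so used in no comparison of genes, was led by genes of neutrophils (Csf3r, Il1b, S100a9). It drew attention because it lies in data that the comparisons do not use and exceeded its level in the control libraries. It held 0.457% of the nuclei of empagliflozin replicate 1 (24 of 5251, 95% interval 0.293 to 0.679) and 1.575% of replicate 2 (79 of 5016, 1.249 to 1.959). The control vehicle hearts held 0.1% and 0.084%, the HFpEF vehicle hearts 0.265% and 0.239%, and the TYA-018 hearts 0.064% and 0.143%. In cardiomyocyte-like nuclei S100a9 was at 5.34 CPM in empagliflozin replicate 2 and 1.28 in replicate 1, and the haemoglobin gene Hba-a1 was at 303 and 72.7 CPM. Hba-a1 was at 24.2 to 97.2 CPM in the 6 hearts of the other groups, so only replicate 2 exceeded them.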

How the results depend on the processing

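The tests without nuclei of a Scrublet score of at least 0.2, with the mitochondrial covariate, without nuclei rich in hepatocyte transcripts, without the 5 genes, and with control replicate 2 and empagliflozin replicate 2 left out together were chosen only after the result was seen. Other settings were planned. With 2 hearts per group, 1 library weighs heavily, and a lone library left in a group was assumed to vary like the other groups. Of the list calls under settings other than leave-one-out, 1566 were the same, 373 weaker and 12 reversed, and under leave-one-out 825, 125 and 10. For named genes these were 7694 the same, 76 moved, 245 stronger and 86 weaker, and 4137, 78, 30 and 107, mostly genes not called. Of 25 called named genes, 25 were lost without HFpEF_vehicle replicate 1, 21 without HFpEF_vehicle replicate 2, 14 without either TYA-018 replicate, 16 and 12 without control_vehicle replicates 1 and 2, and 1 and 4 without empagliflozin replicates 1 and 2. A mitochondrial share under 1% was not run in fibroblast-like, endothelial-like, pericyte-like and macrophage-like nuclei, where a library kept under 20 nuclei. For each changed result the cause was not tested.

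Gene counts are given for HFpEF vehicle against control, TYA-018 against HFpEF vehicle, empagliflozin against HFpEF vehicle and TYA-018 against empagliflozin, in that order. With the DESeq2 Wald test they were 253, 105, 47 and 30 in cardiomyocyte-like, 3, 4, 11 and 1 in fibroblast-like and 3, 10, 6 and 1 in endothelial-like nuclei. With no filter they were 728, 393, 292 and 305, then 76, 42, 105 and 147, then 45, 59, 31 and 59, with 323 calls in pericyte-like and macrophage-like nuclei, where a gene counts once per class and comparison. With the mitochondrial share as a covariate they were 87, 12, 2 and 3, then 5, 6, 3 and 5, then 11, 22, 4 and 28. With both libraries that stand apart left out the first 3 cardiomyocyte-like counts were 95, 43 and 0, with 77, 44, 14 and 13 in fibroblast-like, 9, 30, 4 and 9 in endothelial-like and 179 calls in pericyte-like and macrophage-like nuclei. With only the groups compared, TYA-018 changed 31, 41 and 24 genes in cardiomyocyte-like, fibroblast-like and endothelial-like nuclei, empagliflozin 0 and 2 in the first 2 of these, and pericyte-like and macrophage-like nuclei held 133 calls.

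For HFpEF vehicle against control in cardiomyocyte-like nuclei the count was 15 with Scrublet doublets left out, 10 at resolution 1.5 and 3 with a mean of at least 50 UMIs. It was 26 with nuclei thinned to 2000 UMIs and 2 with nuclei rich in hepatocyte transcripts left out. Thinned nuclei gave 1 gene for TYA-018 and 0 for empagliflozin, and a mitochondrial share under 1% gave 9 and 0. In fibroblast-like nuclei the HFpEF count was 1 with DESeq2 size factors, 1 with Scrublet scores of at least 0.2 left out and 1 without mitochondrial and other-class markers. In endothelial-like nuclei it was 1 with each of these 3 settings, with Scrublet doublets left out, with at least 2000 UMIs and with nuclei thinned to 2000 UMIs. Pericyte-like and macrophage-like nuclei held 29 calls at resolution 1.5, 18 with a mean of at least 50 UMIs, 38 with at least 2000 UMIs and 26 when thinned.

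For list tests, 0 lists passed with an estimated correlation and 0 with fry, against 120 of 348 in the main setting. With a mitochondrial share under 1%, in cardiomyocyte-like nuclei alone, 38 of 112 passed, 30 of which had passed with all nuclei. The following are median log2 fold changes. With both libraries that stand apart left out, TYA-018 against empagliflozin gave 0.076 for hypertrophy genes and 0.001 for heat shock genes in cardiomyocyte-like nuclei and -0.151 for the stress genes named by the study in endothelial-like nuclei. NF-kB genes were at 0.072 with empagliflozin in fibroblast-like nuclei, and tubulin genes at 0.019 in HFpEF vehicle in endothelial-like nuclei. With the mitochondrial covariate and empagliflozin, oxidative phosphorylation genes were at -0.086 in fibroblast-like and -0.039 in endothelial-like nuclei, the respiratory chain genes named by the study at -0.029 and TCA cycle genes at -0.012 in the latter, and mitochondrial genome genes were at 0.091 for TYA-018 against empagliflozin in endothelial-like nuclei. With a mitochondrial share under 1%, mitochondrial genome genes in cardiomyocyte-like nuclei were at 0.054 with empagliflozin and 0.035 for TYA-018 against empagliflozin, and 1 pair of class and comparison did not overlap in shares.

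The share of nuclei high for stress genes differed by 13.309 points in HFpEF vehicle and -6.043 with TYA-018 at a minimum of 1 UMI, by 32.645 and -19.483 at 3 UMIs, and by 6.418 and -1.978 unthinned. Unthinned, activated fibroblast shares differed by -3.042 with empagliflozin and 2.22 between the drugs. Among the genes called in HFpEF vehicle against control, which include liver transcripts near 0 UMIs and so decide nothing here, the covariance less its simulated mean was 0.01786 for TYA-018 and 1.33771 for empagliflozin in cardiomyocyte-like nuclei. It was -0.00757 for empagliflozin in fibroblast-like nuclei with both libraries that stand apart left out.

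Leave-one-out gene counts ran, in the order above, from 0 to 90, 0 to 6 and 0 to 2 for the first 3 comparisons in cardiomyocyte-like nuclei. They ran from 0 to 9, 0 to 12, 0 to 14 and 0 to 46 in fibroblast-like, 0 to 6, 0 to 7, 0 to 2 and 0 to 1 in endothelial-like, and 8 to 109 calls in pericyte-like and macrophage-like nuclei. Leave-one-out medians with empagliflozin ran from -1.037 to 0.023 for the stress genes named by the study in cardiomyocyte-like nuclei, -0.415 to 0.022 for collagens in fibroblast-like nuclei, and -0.606 to 0.087 for hypertrophy and -0.904 to 0.132 for immediate early genes in endothelial-like nuclei. For TYA-018 against empagliflozin they ran from -0.711 to 0.076 for hypertrophy and -0.827 to 0.001 for heat shock genes in cardiomyocyte-like nuclei, and from -0.863 to 0.055 for hypertrophy and -0.805 to -0.152 for stress genes in endothelial-like nuclei. For HFpEF vehicle in endothelial-like nuclei they ran from 0.028 to 0.453 for sarcomere and -0.476 to 0.019 for tubulin genes. Pairs without overlap in shares ran from 13 to 26, a rise that the design favours, since a group of 1 heart overlaps less easily. The covariance less its simulated mean ran from -0.04141 to -0.00491 for TYA-018 and -0.0294 to -0.00045 for empagliflozin in cardiomyocyte-like nuclei, and from -0.00018 to 0.03062 and -0.02231 to 0.02554 in fibroblast-like nuclei.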

Other observations

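Of the tests given here, the one on mitochondrial share was set out before its result, and the other tests on explanations, and the split of macrophage-like nuclei by cluster, were chosen only after the result was seen. In pericyte-like nuclei 6 genes passed in edgeR in HFpEF vehicle at an adjusted p under 0.05, 10 with TYA-018, 5 with empagliflozin and 2 between the drugs. The 6 in HFpEF vehicle were all without overlap between groups of 2 hearts. Olfm2 rose by 2.47 ± 0.46 (log2 ± SE, adjusted p = 0.0183) and Kcnq5, a potassium channel, by 2.00 ± 0.38 (0.0183). Adamts2, which trims procollagen, was at 345 and 356 against 164 and 188 CPM (0.00931), and Pparg, a nuclear receptor of lipid metabolism, at 235 and 231 against 89.2 and 146 (0.0289). Gem, a small GTPase, fell by 1.93 ± 0.34 (0.0182) and Htr7, a serotonin receptor, by 1.31 ± 0.24 (0.0183). With TYA-018, Dbp, a transcription factor of the clock output, fell by 1.72 ± 0.35 (0.034) and Syn3, a synapsin, by 1.64 ± 0.25 (0.000806). Dbp was at 20.9 and 13.8 CPM with TYA-018, 36.9 and 31.3 with empagliflozin, and 52.15 to 65.92 in the vehicle hearts. All treated hearts thus lay below all vehicle hearts, and for Dbp preparation cannot be told apart from treatment. Sorbs2, an adaptor of the actin cytoskeleton, fell by 1.51 ± 0.21 with TYA-018 (0.000187) and lay lower with empagliflozin too (adjusted p = 0.0472). Cmss1, Cdk8, Lars2 and Camk1d fell with both drugs. Against empagliflozin Syn3 fell by 1.83 ± 0.24 (0.000573) and Ntm rose by 0.90 ± 0.16 (0.0259).

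In macrophage-like nuclei of HFpEF vehicle 37 genes changed against control in edgeR and 36 fell. Among them were genes known from cell division, for which no list was tested, such as Mki67 (-2.09 ± 0.35, adjusted p = 0.02), Top2a (-1.98 ± 0.35, 0.0272) and the mitotic kinesin Kif11 (-2.48 ± 0.40, 0.0151). Falls also included genes of other kinds, such as Shank3, Cav1 and the endothelial marker Tek. Nav2 fell by 1.70 ± 0.19 (0.000502), and Plxdc2 rose by 1.53 ± 0.28 (0.0339). A cluster led by Diaph3, Top2a and Mki67 held 24 of 147 and 21 of 163 macrophage-like nuclei in the control hearts, and 8 of 248 and 13 of 221 in HFpEF vehicle. It held 17 of 174 and 4 of 171 with TYA-018, and 13 of 209 and 18 of 311 with empagliflozin. Over both classes and all comparisons there were 64 calls, a gene counting once per class and comparison. There were 29 at resolution 1.5, where the cluster of Top2a and Mki67 stayed unnamed, 8 without HFpEF_vehicle replicate 1, 22 without HFpEF_vehicle replicate 2 and 109 without control_vehicle replicate 2.

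Liver transcripts were lower in HFpEF vehicle than in control cardiomyocyte-like nuclei. A list of 20 hepatocyte genes was at 77.1 and 59.0 CPM in the control hearts, with Alb at 11.2 and 11 CPM, and at 2.91 and 5.77 in HFpEF vehicle. The test on transcription by control cardiomyocytes left out nuclei of at least 5 list UMIs, so it cannot say what those nuclei are. In the other nuclei of the control hearts the list reached at most 0.321 of its level in endothelial-like nuclei. Depth was 8659.2 UMIs per cardiomyocyte-like and 2250.5 per endothelial-like nucleus, and equal list UMIs per nucleus would alone lower that ratio. Transcription by control cardiomyocytes is thus not decided. A few hepatocyte nuclei may account for most of the difference, as 7 and 4 nuclei held at least 80.37% of the list's UMIs. Still open is the remainder of 10.4 and 11.6 CPM, which was not particular to cardiomyocyte-like nuclei. Without the same nuclei the list in endothelial-like nuclei was at 34.3 and 36.2 CPM in control vehicle and 5.26 and 8.95 in HFpEF vehicle. Alb was there at 10.1 and 8.28 against 1.13 and 1.88 CPM. In fibroblast-like nuclei the list overlapped, at 33.6 and 55.1 against 30.1 and 35.0 CPM. The list is not specific to liver, being at 24.0 to 61.8 CPM in fibroblast-like nuclei of all groups.

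Cmss1, Cdk8, Lars2, Camk1d and Gm42418 were lower in both treated groups than in HFpEF vehicle in every class, and in 24 of 25 pairs of gene and class all treated libraries lay below all vehicle libraries. These genes were picked from the same data, so that count is not independent evidence. Over all genes, 310, 211 and 275 lay below in cardiomyocyte-like, fibroblast-like and endothelial-like nuclei, and 334, 217 and 220 lay above. In all of these classes together 7 genes lay below, without Cdk8, and 5 above. The median log2 fold change of the picked genes was -1.045 with nuclei thinned to 2000 UMIs and -1.004 without. Thinning keeps a gene's expected share within a nucleus, so this test cannot decide on depth per nucleus. Median UMIs per nucleus overlapped, at 2811.5 to 3631 in the vehicle libraries and 2930 to 3766.5 in the treated libraries. Free RNA of one source may contribute, since the fall in UMIs per nucleus differed by at most 1.83 times between classes whose depth differed by 3.85 times. That test took the place of another on Cmss1 whose result had been seen. A difference in preparation cannot be told apart from treatment, as no label separates them (the treated groups differed by 0.141 of their distance to HFpEF vehicle), and an effect of treatment stays open and untested.

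The 2 empagliflozin hearts differed in the share of cardiomyocyte-like nuclei high for stress genes, 61.4% and 82.4%. Mitochondrial share as the whole cause is argued against, since among nuclei under 2% mitochondrial the gap was 19.29 points (intervals 61.5 to 68.0 and 80.3 to 87.4). Free RNA of the stress genes is argued against by a gap in endothelial-like nuclei of 0.118 of that in cardiomyocyte-like nuclei at 1000 UMIs. Both hearts are in 1 group, so no biological explanation was tested, and the difference stays open.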
